A study of Mus musculus with 8 samples. Its data were reported in "Sequencing Reveals miRNAs Enriched in the Developing Mouse Enteric Nervous System" (2023).

How the data were processed

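Small RNA was sequenced from cells of the bowel, stomach to anus, of mouse embryos at embryonic day 13.5. The embryos carried Ednrb-EGFP, a reporter that marks enteric neural crest-derived cells (ENCDCs), the precursors of the neurons and glia of the gut wall. Dissociated cells were separated by fluorescence-activated cell sorting into GFP-positive ENCDCs and GFP-negative cells, which are the other cells of the bowel. There were 8 libraries, 4 per group, and the groups and replicate numbers were taken from the sample labels. Per the study's methods, RNA samples were pooled where needed to reach the input of a library, and libraries were made with an Illumina TruSeq small RNA kit. Nothing in the sources used here says that the 4 libraries of a group came from separate litters, so p-values measure the spread between these samples.

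The authors aligned reads with STAR 2.4.2a to mm10, with settings that let short alignments through, and equalised the libraries with PORT, which resamples reads. The deposited table holds whole-number read counts for 39391 rows, each an annotated gene. The series' design text calls the values CPM, but column sums lay between 12723256 and 14453671 and the highest value was 2687258, so they were treated as counts. The authors deposited the maximum count per gene, in which a read is counted at every gene it could belong to. Trimming, length limits and the strand setting are not given in the sources used here. Of all rows, 39312 matched GENCODE vM21, an annotation of the same build (GRCm38, equal to mm10), and 95.4% of these had intervals equal to the annotated gene with 100 bp added on each side. Coordinates below are those of the annotation, 1-based, without the added bases.

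miRNA rows were those with a Mir or Mirlet7 symbol, without host genes. There were 943 such loci for 880 miRNAs, and 50 miRNAs had more than 1 locus. Copies of a miRNA can carry the same reads in a maximum-count table, so their counts were averaged before any test. Copies did not always have equal counts. For the 3 loci of Mir9 the average, summed over the GFP-negative libraries, was 1614.3, which is not a whole number. Of the 943 loci, 820 overlapped another row, 177 of them a row on the opposite strand and 50 an opposite-strand miRNA. Opposite-strand partners such as Mir142 and Mir142b had nearly the same counts, so the strands were not told apart and such pairs are 1 signal. Host gene rows also hold the reads of their miRNAs.

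The test was limma on voom weights, as in the study's methods, with the group as the factor, both at default settings, the column sum after averaging as library size and no further scaling factor. It differed from the study's order, in which other genes were removed and copies averaged after the test. Rows were kept by filterByExpr of edgeR, a filter the study's methods do not name, which left 435 miRNAs and 5885 other rows. Adjusted p-values are Benjamini-Hochberg over these 6320 rows, and a row was called at 0.05. CPM was computed over this library size, and the study's minimum of 4 CPM was applied as a mean log2 CPM of at least 2. Fixed lists of genes, 20 of miRNAs and 5 of protein-coding markers, were tested with camera at a preset correlation of 0.01 and again with an estimated correlation, with Benjamini-Hochberg adjustment over the lists of a kind. Shares of libraries were compared by exact permutation over 70 arrangements, two-sided, for which 0.0286 is the smallest p. Versions were R 4.3.3, limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0, Python 3.11.15 and scipy 1.17.1.

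Genes to be named were fixed by rule before the data were examined, as were the lists, the tests and most alternatives. The rule took, among called miRNAs with a mean log2 CPM of at least 2 and no overlap between the groups, the 10 higher and the 10 lower with the smallest p. It added the 6 miRNAs the study ranked first, the 5 most abundant miRNAs of each group and, for each list, the 2 called members per direction with the smallest p. Any other gene is named with its values and was chosen after they were seen. Of the genes the rule takes, 1 is not reported here.

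No 2 libraries held identical values. Over the 12 pairs within a group the chi-square statistic was 28.7 to 144.1 times its degrees of freedom, so no library repeats the reads of another. Each library was counted as a replicate, as labelled. Reads carry no molecular identifiers, so intervals cover counting error only. The procedure was tested on simulated counts with the real means, library sizes and dispersions of 6320 rows, of which 200 were changed. It called 2% of rows changed 2-fold and 48% of rows changed 4-fold, with 1.96% of calls false, and the slope of fitted on true log2 fold change was 0.976. In the data 288 miRNAs and 2833 other rows were called, so the adjustment set a stricter cut-off on p in the simulation. The shares recovered therefore do not measure what the real comparison missed.

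Alternatives were edgeR's quasi-likelihood test with TMM factors, DESeq2, limma-trend, voom with quality weights, TMM factors, scaling to the miRNA total, other filters, the study's order of averaging, fits and adjustment over miRNA rows alone, the replicate number as a block and leaving out each library. Scaling to rows free of miRNA overlap, TMM factors from miRNA rows, edgeR with column sums, merging of overlapping miRNA windows, camera with an estimated correlation without GFP-positive replicate 1 and counting of rows free of overlap were added after the data were seen.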

Results

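Small RNA libraries were compared between GFP-positive ENCDCs (4 libraries) and GFP-negative bowel cells (4 libraries) of E13.5 mouse embryos. Total counts lay between 12723256 and 13270365 in the GFP-negative libraries and between 13495821 and 14453671 in the GFP-positive libraries. Between 703 and 730 of the 880 miRNAs had a read in each library. miRNAs took a smaller share of the GFP-positive libraries, 62.8% ± 2.84 (SD, n = 4), than of the GFP-negative libraries, 70.4% ± 1.45 (SD, n = 4). The difference was -7.59 percentage points (exact permutation test, two-sided, p = 0.0286, the smallest this design allows, and 0.040 adjusted over 14 shares). These are shares of counts and not of reads, since a read can be counted in several rows. Other rows that overlap a miRNA took 19.7% of all GFP-positive and 19.5% of all GFP-negative counts. Fragments of protein-coding genes that overlap no miRNA took 3.97% ± 1.13 (SD, n = 4) of GFP-positive counts and 1.58% ± 0.309 (SD, n = 4) of GFP-negative counts. rRNA took 0.901% ± 0.327 (SD, n = 4) and 0.217% ± 0.0202 (SD, n = 4). Both shares were higher in each GFP-positive library than in each GFP-negative library (exact permutation test, adjusted p = 0.040 for each).

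The first comparison asked which miRNAs are enriched in ENCDCs. miRNAs known from neurons were among those with the largest increases. Mir9, which acts in neural progenitors, was at 3633 ± 250.1 CPM in ENCDCs and 36.1 ± 11.3 CPM in the other bowel cells (SD, n = 4 each). Mir124a, an abundant miRNA of brain neurons, was at 50.6 ± 5.60 CPM against 0.909 ± 0.377 CPM, and Mir137 was at 43.5 ± 1.76 CPM against 0.469 ± 0.290 CPM. Mir143, a miRNA of smooth muscle, was lower, at 7218 ± 3150.2 CPM in ENCDCs and 52773 ± 4029 CPM in the other cells, and so were miRNAs of the imprinted Dlk1-Dio3 region on chromosome 12.

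Of 435 miRNAs tested, limma called 288 at an adjusted p of 0.05, 106 of them higher in ENCDCs and the others lower. With a mean of at least 4 CPM 75 were higher and 147 lower, and in 74 and 136 of these the 4 values of one group did not overlap those of the other. Over all 435 tested this held for 292, where chance gives 2.86% of miRNAs. The log2 fold change of Mir9 was 6.70 (SE 0.23, adjusted p = 1.9e-09). That of Mir137 was 6.55 (SE 0.42, adjusted p = 8.5e-07) and that of Mir124a was 5.82 (SE 0.34, adjusted p = 3.7e-07). The other higher miRNAs among the 10 with the smallest p were Mir6540 at 4.81, Mir7b at 4.60, Mir20b at 4.04, Mir488 at 3.67, Mir18b at 3.56, Mir23b at 2.43 and Mir27b at 2.04 (adjusted p between 1.8e-07 and 3.5e-06). Among the 10 lower miRNAs with the smallest p, Mir199a was at -4.10 and Mir199b at -4.08 on the log2 scale. Their levels ran in parallel over the libraries. A read is counted at every gene it could belong to, so they may not be separate measurements. Mir143 was at -2.96, Mir411 at -2.94, Mir431 at -2.81, Mir300 at -2.57, Mir370 at -2.38, Mir434 at -2.08, Mir381 at -2.04 and Mir26a at -1.31 (adjusted p between 1.1e-06 and 9.7e-06).

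The split into higher and lower depended on the scaling. It was 34 and 247 with TMM factors, 39 and 242 with edgeR and TMM, and 40 and 262 with DESeq2. With TMM factors from miRNAs alone it was 156 and 164, and 26 and 300.0 when scaled to annotated genes that overlap no miRNA. With edgeR and column sums, which changes the test but not the scaling, it was 104 and 166. The median log2 fold change of miRNAs moved from -0.17 to -1.10 with TMM factors and to 0.13 with factors from miRNAs alone.

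**Figure D1:**
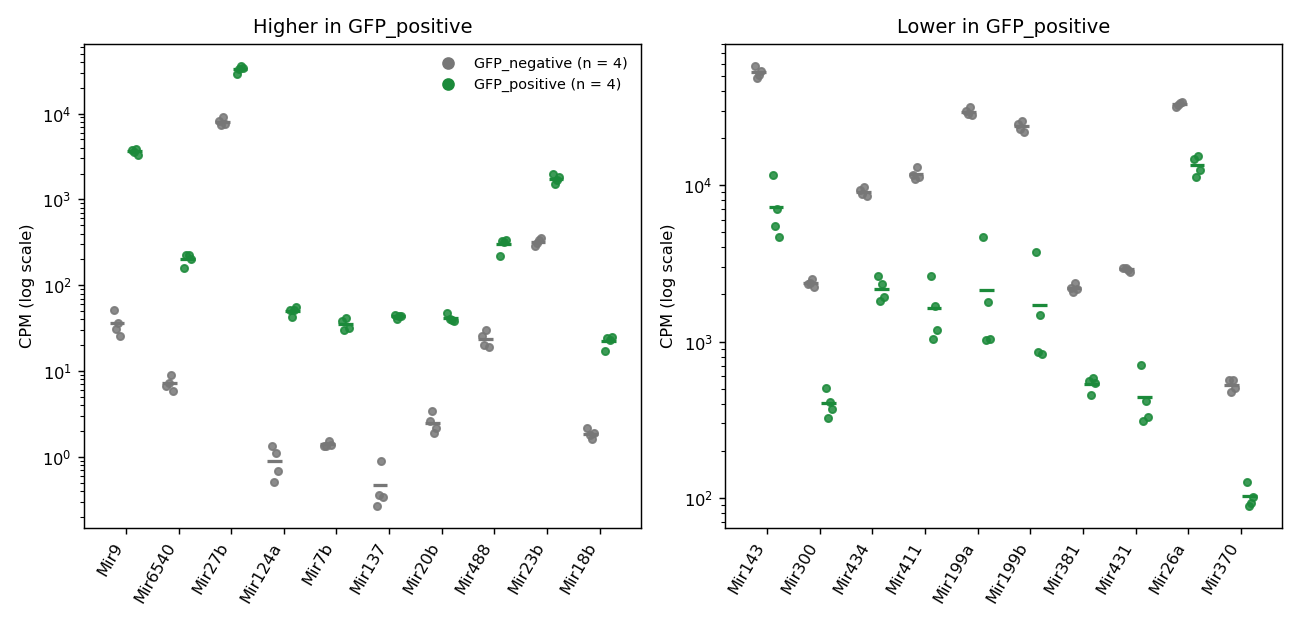
CPM on a log scale of the 10 higher (left) and 10 lower (right) miRNAs with the smallest p, 1 point per library, 4 GFP-negative libraries in grey and 4 GFP-positive libraries in green, with a bar at the group mean. Mir9 sits at a mean of 3633 CPM in the GFP-positive and 36.1 CPM in the GFP-negative libraries, and no miRNA shown has overlapping groups.

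The genes of these miRNAs lie in several contexts (GRCm38). Mir9 has 3 loci, on chromosome 13 at 83738814 to 83738885 in an exon of C130071C03Rik, on chromosome 3 at 88215598 to 88215686 in an intron of Gm3764 and on chromosome 7 at 79505264 to 79505353 in an intron of Mir9-3hg. Mir137 lies on chromosome 3 at 118433857 to 118433929 in an exon of Gm26871. Mir6540 lies on chromosome 16 at 42303362 to 42303469 in an intron of Gap43, a gene of growing axons, and Mir488 lies on chromosome 1 at 158505625 to 158505733 in an intron of Astn1. Mir23b, at 63300484 to 63300557, and Mir27b, at 63300712 to 63300784, are neighbours on chromosome 13 in 2010111I01Rik. Mir20b and Mir18b are neighbours on chromosome X, at 52742113 to 52742192 and 52742331 to 52742413. Their counting windows overlap, so they are not fully separate measurements. Mir143 lies on chromosome 18 at 61649196 to 61649258. Mir199a has a locus in an exon of Dnm3os on chromosome 1 at 162217814 to 162217923 and another opposite to an intron of Dnm2 on chromosome 9 at 21496495 to 21496564.

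The most abundant miRNA in both groups was Mir10a, from the Hoxb cluster, at 197569 ± 27659 CPM in ENCDCs and 83026 ± 9235 CPM in the other cells (SD, n = 4 each). Its log2 fold change was 1.24 (SE 0.11, limma adjusted p = 9.7e-06). Mir92 at 69357 CPM, Mir10b at 52859.8 CPM, Mir27b at 33059 CPM and Mir127 at 22389 CPM followed in ENCDCs. In the other cells Mir10b at 70896 CPM, Mir127 at 61843 CPM, Mir143 and Mir26a at 33122 CPM followed. Mir92 rose by 1.20, whereas Mir10b was lower at -0.42 and Mir127, from the Dlk1-Dio3 region, at -1.52. Scaled to annotated genes that overlap no miRNA, the values of Mir10a and Mir92 were -0.067 and -0.11.

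The fixed lists asked which kinds of miRNA moved together. Among 18 miRNAs known from the brain, mostly from neurons, 9 were higher and 3 lower, with 9 and 4 adjusted over the list alone. Besides Mir9, Mir124a and Mir137, Mir129 rose by 3.29 and Mir138 by 2.68, while Mir132 was lower at -1.85 and its neighbour Mir212 at -1.60. Mir338, also known from oligodendrocytes, was lower at -1.42. Mir128 had a log2 fold change of 0.39 and was not called. With TMM factors 7 of the 18 were higher and 7 lower, and the list's median moved from 0.67 to -0.26. With TMM factors from miRNAs alone 10 were higher and 3 lower, and the median was 0.96. The 6 miRNAs the study ranked first were all higher, with 6 also adjusted over the list alone, but the study chose them on these samples, so this is not independent evidence.

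Of 13 members of the Mir17-Mir92 cluster and its paralogues, which act in proliferating progenitors, 9 were higher and 0 lower, with 9 and 0 adjusted over the list alone. Mir20b, Mir18b, Mir106a at 4.12 and Mir363 at 3.13, from the X-linked cluster, had the largest values. Mir17 was higher at 1.09 and Mir20a at 1.03, and Mir19a at 0.03 and Mir25 at 0.14 were not called. With TMM factors the list had 4 higher and 3 lower, and Mir18 turned from 0.71 to -0.22 and Mir93 from 0.78 to -0.15. With TMM factors from miRNAs alone it had 11 higher and 0 lower. Among the 5 members of the Mir23, Mir27 and Mir24 clusters, Mir23b, Mir27b and Mir24 rose, and 3 rose adjusted over the list alone. Mir23a at 0.06 and Mir27a at -0.42 were not called, and with TMM factors 2 of the 5 were higher and 2 lower.

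Of 51 tested miRNAs of the Dlk1-Dio3 region 49 were lower and 0 higher, with 50 lower adjusted over the list alone. The median log2 fold change was -2.15, and Mir770 at 0.26 and Mir3072 at -0.94 were not called. All 21 tested members of the multicopy Mir297, Mir466, Mir467 and Mir669 families, named here for the Sfmbt2 intron that holds Mir297a and Mir467e, were lower, with 21 adjusted over the list alone. Mir297a was at -2.22 and Mir467e at -2.05. These families are near-identical copies that share reads, so their members are not separate measurements, and none exceeded 38.9 CPM in the GFP-negative mean. Of 11 mesenchyme and smooth muscle miRNAs 9 were lower, with 9 adjusted over the list alone, and Mir140 at 0.26 and Mir21a at 0.14 were not called.

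At the preset correlation camera placed the study's 6 (adjusted p = 4.0e-05), the Mir17-Mir92 group (adjusted p = 2.6e-04) and the neuronal list (adjusted p = 0.025) above the other miRNAs, and the Dlk1-Dio3 (adjusted p = 1.9e-13), Sfmbt2 (adjusted p = 7.3e-04) and mesenchyme (adjusted p = 0.025) lists below them. None of the 20 lists passed with an estimated correlation, with adjusted p = 0.10 with an estimated correlation for the Mir17-Mir92 group, 0.32 for the study's 6, 0.52 for the neuronal, Dlk1-Dio3 and Sfmbt2 lists and 0.55 for mesenchyme. The other 14 lists had camera adjusted p between 0.091 and 0.85, and between 0.52 and 0.94 with an estimated correlation. Other splits of the 8 libraries gave as many as 9 such lists where the real groups gave 6.

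Several miRNAs of blood, striated muscle, epithelium and endothelium were lower in ENCDCs, and none of these lists passed camera at the preset with all libraries. Of 10 blood cell miRNAs 8 were lower and 1 higher, with 9 and 1 adjusted over the list alone. Of the lower ones Mir451a and Mir451b had identical counts and are 1 signal. Mir142, a leukocyte miRNA that shares its reads with Mir142b on the opposite strand, was at 35.8 ± 51.5 CPM in ENCDCs and 924.1 ± 257.5 CPM in the other cells (SD, n = 4 each), and Mir155 rose by 1.14. Mir155 was not called with TMM factors (0.21), edgeR with TMM (0.24) or DESeq2 (0.20), and was at -0.17 when scaled to genes that overlap no miRNA. Of 6 striated muscle miRNAs 5 were lower, with 5 adjusted over the list alone, and Mir133a was at -4.08 and Mir1a at -4.20. Of 12 epithelial miRNAs 7 were lower, with 7 adjusted over the list alone, and with TMM factors all 12 were lower. Mir429 was at 42.0 ± 55.8 CPM in ENCDCs and 135.2 ± 58.3 CPM in the other cells, and Mir194 was at -1.22. Without GFP-positive replicate 1 the ENCDC mean was 10.1 CPM for Mir142 and 14.1 CPM for Mir429, and the median log2 fold change moved from -4.57 to -5.80 for blood and from -1.34 to -2.05 for epithelium. All 3 members of the Mir183 cluster were lower, with 3 adjusted over the list alone, Mir182 at -1.33 and Mir183 at -1.45. Without GFP-positive replicate 1 the median of these 3 moved from -1.45 to -2.16. The call of Mir183 was lost under 10 and that of Mir182 under 7 of 23 alternatives, and scaled to the miRNA total 1 of the 3 was lower. Mir126a and Mir126b, which lie at 1 endothelial locus in Egfl7, were lower at -1.27 and -1.22, with 2 adjusted over the list alone. Their calls were lost under 13 and 15 of 23 alternatives, scaled to the miRNA total 0 of the 2 were called lower, and without GFP-positive replicate 1 their median moved from -1.24 to -1.89. The camera adjusted p was 0.091 for blood, 0.13 for striated muscle, 0.24 for epithelium, 0.59 for the Mir183 cluster and 0.64 for endothelium, and adjusted p = 0.75, 0.52, 0.85, 0.85 and 0.85 with an estimated correlation. The blood list passed at the preset under 7 of 24 alternatives and the epithelial list under 2, none of which was the estimated correlation.

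Of the 5 Hox cluster miRNAs Mir10a rose and 4 were lower, with 1 and 4 adjusted over the list alone, and Mir196a was at -4.37 and Mir196b at -4.22. With TMM factors 0 of the 5 were higher, and without GFP-positive replicate 1 the ENCDC mean moved from 24.3 to 11.6 CPM for Mir196a and from 62.6 to 26.4 CPM for Mir196b. Of 6 members of the Mir322 cluster 5 were lower, with 5 adjusted over the list alone, including Mir450 at -1.98 and Mir542 at -1.22, and 3 were lower when scaled to the miRNA total. Of 5 Mir30 members 3 were lower, with 3 adjusted over the list alone, including Mir30e at -0.55 and Mir30c at -0.54, but with TMM factors from miRNAs alone 0 were lower and 1 higher. Of 9 let-7 members Mirlet7e was called, at -0.89, with 1 lower adjusted over the list alone, and with TMM factors 7 were lower, whereas with TMM factors from miRNAs alone 3 were higher and 1 lower. In the Mir181 family Mir181b rose by 0.93 and Mir181c was lower at -0.93, with 1 and 1 adjusted over the list alone, and Mir181b was at -0.01 with TMM factors. Of the liver and pancreas list, Mir122 rose by 1.00 and Mir802 was lower at -1.60, with 1 and 1 adjusted over the list alone. The call of Mir122 was lost under 10 and that of Mir802 under 6 of 22 alternatives, and Mir122 was at 0.06 with TMM factors and -0.31 when scaled to genes that overlap no miRNA. Mir802 was at -2.20 without GFP-positive replicate 1. All 3 tested pluripotency miRNAs were lower, with 3 adjusted over the list alone, among them Mir302a at -2.51 and Mir302d at -2.79, from no more than 3.66 CPM in the GFP-negative mean.

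**Figure D2:**
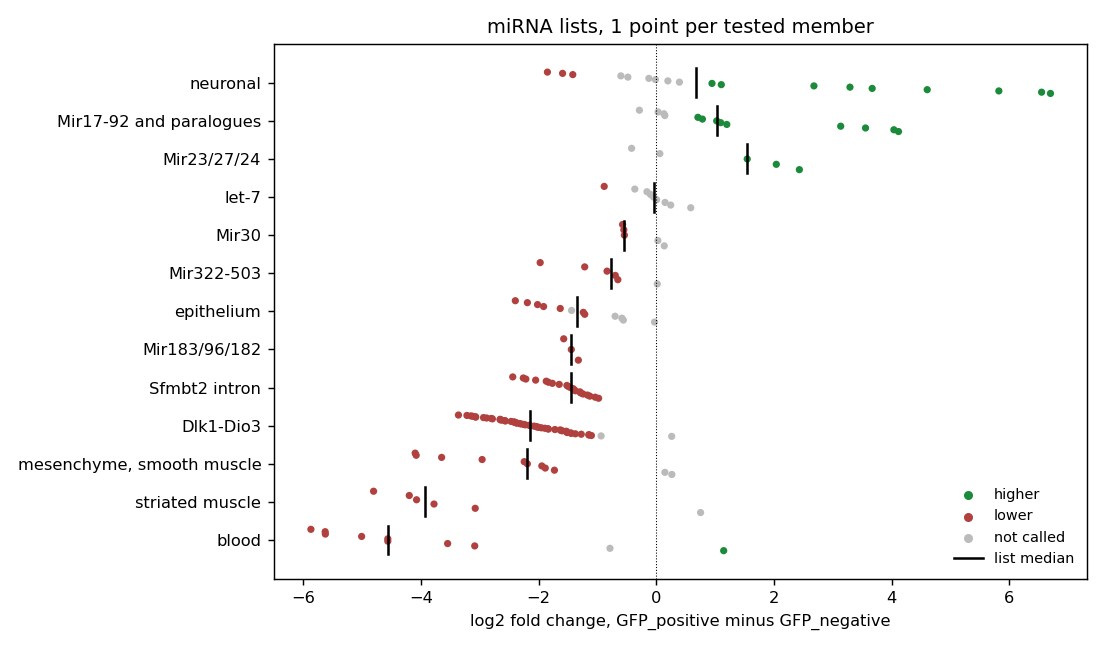
log2 fold change (GFP-positive minus GFP-negative) of every tested member of 13 fixed miRNA lists, 1 point per miRNA, green if called higher, red if called lower and grey if not called, with a black bar at the list median. In the Dlk1-Dio3 list 49 of 51 points are called lower, whereas neuronal miRNAs spread from Mir132 at -1.85 to Mir9 at 6.70. The neuronal median moved to -0.26 with TMM factors and to 0.96 with TMM factors from miRNAs alone.

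GFP-positive replicate 1 stood apart from the other 3 GFP-positive libraries in the epithelial, endothelial and blood miRNAs. Mir182 was at 2203 CPM in it and at 342.2 to 456.8 CPM in the other 3, and Mir126a was at 1366 CPM against 207.5 to 233.5 CPM. Both lay above each GFP-negative library, where Mir182 was at 1307 to 1890.3 CPM and Mir126a at 676.9 to 1105 CPM. The median log2 level of the 7 called epithelial miRNAs relative to the GFP-negative mean was 0.18 in this library and -2.91 to -2.30 in the others. For mesenchyme miRNAs it was -1.67 against -2.88 to -2.66, and for Dlk1-Dio3 miRNAs -1.58 against -2.47 to -2.20. Mir9, Mir124a and Mir137 were at 3793, 51.1 and 45.1 CPM in it. The study's other leading miRNAs were lower in it than in the other 3. Mir488 was at 218.6 against 317.3 to 335.5 CPM, Mir6540 at 159.2 against 201.1 to 227.0 and Mir27b at 29203 against 33337 to 35831. Without this library limma called 117 miRNAs higher and 188 lower, and 10 epithelial members were lower in place of 7. Camera at the preset correlation then also placed the epithelial and blood lists below the other miRNAs (adjusted p = 0.017 for each), but neither passed there with an estimated correlation (adjusted p = 0.50 with an estimated correlation for each).

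**Figure D3:**
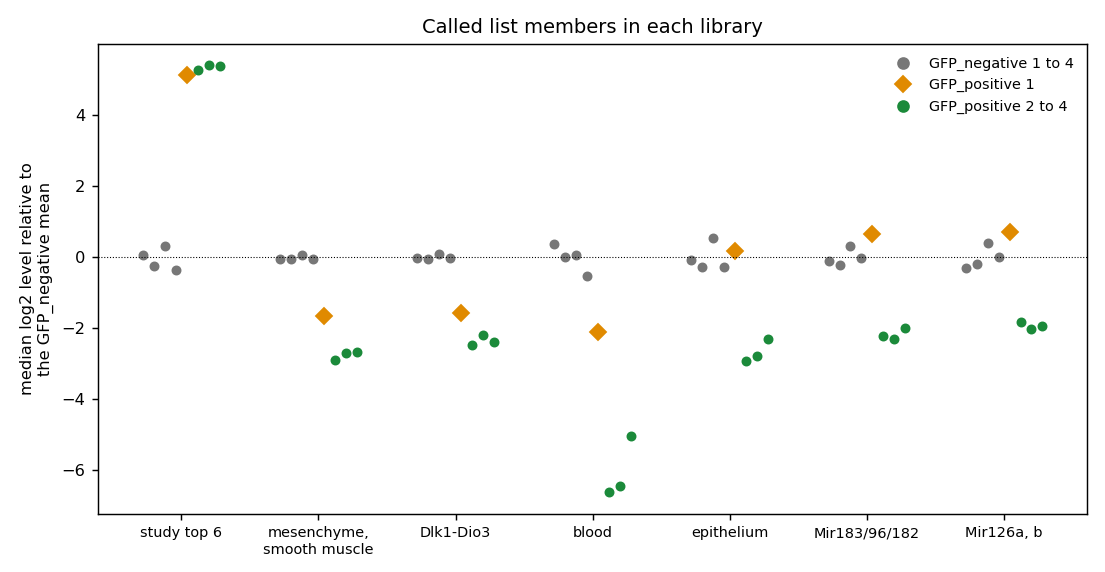
Median log2 level of the called members of 7 miRNA lists in each library relative to the GFP-negative mean of each miRNA, with GFP-negative libraries in grey, GFP-positive replicate 1 as an orange diamond and GFP-positive replicates 2 to 4 in green. In the epithelium list replicate 1 sits at 0.18 and the other GFP-positive libraries between -2.91 and -2.30, whereas in the study's 6 miRNAs all GFP-positive libraries lie between 5.14 and 5.40.

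The study also asked how many miRNAs examined in Hirschsprung disease, in which ENCDCs are missing from the distal bowel, are enriched in these cells. Of 37 such miRNAs 29 were tested, and 5 were higher and 14 lower in ENCDCs, with 5 and 15 adjusted over the list alone (the study compiled the list and judged it on these samples, so the count is not independent evidence). The higher ones were Mir124a, Mir488, Mir24 at 1.54, Mir92 at 1.20 and Mir218 at 0.95. The lower ones included Mir199a and Mir431, along with Mir142, Mir144, Mir200a, Mir200b and Mir214. Mir181a was at 21579 ± 2509 CPM in ENCDCs and 24313 ± 1131 CPM in the other cells (SD, n = 4 each), with a log2 fold change of -0.18 (SE 0.10, limma adjusted p = 0.15). The study listed miR-181a as enriched in ENCDCs, and the cause of this difference was not tested. The study's count was over miRNAs found in its data, whereas the 29 here are those that passed the filter. With TMM factors, edgeR with TMM or DESeq2, 2 were higher. Scaled to the miRNA total or with TMM factors from miRNAs alone, 7 were higher. In camera the list did not pass (adjusted p = 0.59, and adjusted p = 0.91 with an estimated correlation).

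Fragments of mRNA in the same libraries allowed a check of the sort. Of 32 fixed markers of enteric neural crest, neurons and glia 14 had enough reads to be tested. All 14 were higher in the GFP-positive libraries, with 14 adjusted over the list alone. With no filter 24 were higher, with TMM factors 12, and scaled to genes that overlap no miRNA 9. Ednrb, the gene of the reporter, had 813 reads over the 4 GFP-positive libraries and 30 over the 4 GFP-negative libraries, a log2 fold change of 4.57 (SE 0.43, limma adjusted p = 1.1e-05). Sox10 had 95 reads against 1 and Ret, the GDNF receptor, had 179 against 5. Of 7 mesenchyme and smooth muscle markers Nkx2-3 was called lower, at -1.59, with 0 adjusted over the list alone, and the call was lost without any 1 library other than GFP-positive replicate 1. Without that library Nkx2-3 was at -2.24 and the list's median at -0.36. With all libraries the list's median of 0.28 and mean of -0.16 differ in sign, and camera placed it below the other non-miRNA genes, whose median was 1.02. In GFP-positive replicate 1 mesenchyme markers were at 1300.2 CPM of protein-coding reads, against 339.3 to 664.3 in the other 3 and 1000.3 to 1160 in the GFP-negative libraries. The neural crest list passed camera at the preset (adjusted p = 2.6e-08) and with an estimated correlation (adjusted p = 0.044), and the mesenchyme list at the preset (adjusted p = 1.6e-04) but with adjusted p = 0.19 with an estimated correlation. Of the endothelial markers Egfl7 was tested and was lower at -1.27, with 1 adjusted over the list alone, but its counts hold the reads of Mir126a (camera adjusted p = 0.0036 at the preset). The list rests on this 1 gene, so no correlation between genes could be estimated for it. The call of Egfl7 was lost under 12 of 21 alternatives and that of the list under 9 of 22, and Egfl7 was at -1.92 without GFP-positive replicate 1. The 2 tested blood markers, Hba-a1 at 0.34 and Hba-a2 at 0.76, were not called, with 0 adjusted over the list alone (camera adjusted p = 0.17, and adjusted p = 0.36 with an estimated correlation). No epithelial marker had enough reads to be tested.

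Over all 5885 annotated genes tested other than miRNAs, 2751 were higher and 82 lower in the GFP-positive libraries by limma. This too depended on the scaling, with 629 higher and 447 lower with TMM factors, 881 and 380 with edgeR and TMM, 886 and 524 with DESeq2, and 366 and 1210 when scaled to the genes that overlap no miRNA. Without GFP-negative replicate 4, 1783 were higher.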

Values the study reported

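The study took miRNAs with an average of at least 4 CPM and called 73 of them enriched in ENCDCs. It named miR-9, -6540, -27b, -137, -124 and -488 as its leading ENCDC-enriched miRNAs. The false discovery rates it printed for them were far smaller than the limma adjusted p-values here. The cause of this difference was not tested. Of 37 miRNAs examined earlier in Hirschsprung disease it found 31 (83.8%) in its data, and 6 of these 31 (19.4%) were enriched in ENCDCs.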

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

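The tests of even carry-over and of a wrong label were chosen after the result was seen; the test of epithelial mRNA was chosen before it. Of 140 groups of 4 values, 21 had a single library far from the other 3, where chance gives about 1 in 20 groups, or 7. GFP-positive replicate 1 held 17 of the 21. These 17 are not separate observations, as Mir142 and Mir142b share reads, and so do Mir126a and Egfl7. The 7 given by chance do not allow for this.

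In GFP-positive replicate 1 epithelial and endothelial miRNAs were high. Mir429 was at 125.6 CPM, above the other 3 libraries, Mir126a at 1366 CPM, Mir126b at 1121 CPM, Mir182 at 2203 CPM and Mir183 at 433.7 CPM against 54.0 to 66.9. Egfl7, which holds the reads of Mir126a, was at 1368 CPM. Of blood miRNAs, Mir142 was at 112.9 and Mir142b at 113.0 CPM against 7.95 to 13.8 for Mir142. Mir196b was at 171.4 CPM, Mir127 at 33809 CPM, Mir467e at 16.4 CPM, Mir802 at 6.14 CPM, Mir302d at 1.68 CPM, Mir1a at 1.64 CPM and the mesenchyme gene Nkx2-3 at 2.44 CPM, all above the other 3. Mir488 at 218.6 CPM and Mir10a at 156359.7 CPM were below them.

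Cells from the GFP-negative population in that library are a candidate source. An even share of all of them was argued against by the miRNAs. It would raise all lists by the same share of the gap between the mean of the other 3 GFP-positive libraries and the GFP-negative mean. The library's excess over those 3 was a median of 119.7% of that gap for the epithelial miRNAs and 23.6% for the mesenchyme miRNAs, with 186.6% for endothelium, 170.4% for the Mir183 cluster and 23.8% for blood. A wrong label was argued against, since the study's 6 leading miRNAs were at a median of 0.932 (0.666 to 1.06) of the mean of the other 3 GFP-positive libraries, where GFP-negative libraries were at 0.0256. The study chose these 6 on these samples with this label, so they are not independent evidence. The neural crest markers below, fixed before the data were examined, were also above each GFP-negative library. Epithelial cells stay open, as epithelial mRNA markers were 3.41 times as frequent as in the other 3 (95% interval 2.61 to 4.46, counting error only). This was not specific to epithelium, as mesenchyme markers were at 2.82 times, which goes against the miRNA pattern. Epithelial markers were at 210.9 CPM of protein-coding reads, against 132.5 to 277.1 in the GFP-negative libraries. Mesenchyme markers were at 1300.2, against 1000.3 to 1160. By mRNA both reached the GFP-negative level, so the case against an even share rests on the miRNAs. Blood markers were at 1.89 and endothelial markers at 1.41 times (95% interval 1.02 to 1.94), but GFP-positive replicate 4 was higher in both, at 356.9 against 321.6 and at 99.0 against 97.1 CPM of protein-coding reads. Neural crest markers were at 0.549 times (95% interval 0.505 to 0.596), at 1065 against 1513 to 2309.9 in the other 3 and 334.5 to 399.2 in the GFP-negative libraries. On this measure the library held a smaller share of ENCDC mRNA than the other 3, while the median of the 6 miRNAs was 0.932. No biological explanation was tested, since no label sets this library apart.

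In the other libraries, Mir137 was at 0.900 CPM in GFP-negative replicate 3, against 0.272 to 0.357. Mir92 was at 27548 CPM in GFP-negative replicate 3, below the other 3. Mir155 was at 12.2 CPM in GFP-positive replicate 4, against 14.6 to 14.8. The share of counts in genes outside the annotation was 0.00310% in GFP-negative replicate 4, against 0.000940% to 0.00129%.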

How the results depend on the processing

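Scaling to genes that overlap no miRNA (below, the non-overlap scaling), TMM factors from miRNAs alone and counting only genes free of overlap were chosen after the data were seen. For the named genes 1168 comparisons with an alternative kept direction and call, 100 lost the call and 6 reversed, and for the fixed lists 527 kept both, 23 lost the call and 15 gained it. The causes were not tested unless stated.

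Reversed under the non-overlap scaling were Mir10a at -0.067, Mir92 at -0.11, Mir155 at -0.17, Mir122 at -0.31 and Mir181b at -0.38, and Mir181b was at -0.0052 with TMM factors. miRNAs higher numbered 39 with edgeR and TMM, 40 with DESeq2, 34 with TMM factors and 26 with the non-overlap scaling, which also gave 300.0 lower. With at least 4 CPM, 29 were higher with edgeR and TMM, 30 with DESeq2, 29 with TMM factors, 118 in a fit over miRNAs alone, 117 with TMM factors from miRNAs alone and 26 with the non-overlap scaling, which gave 299 lower. Hirschsprung miRNAs higher numbered 2 with edgeR and TMM, DESeq2, TMM factors and the non-overlap scaling, and 22 were lower with DESeq2 and 23 with the non-overlap scaling. Of the fixed lists 8 were lower with no filter, and 0 were higher and 0 lower with an estimated correlation.

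Non-miRNA genes higher and lower numbered 881 and 380 with edgeR and TMM, 886 and 524 with DESeq2, 629 and 447 with TMM factors, 366 and 1210 with the non-overlap scaling, 4839 and 139 with no filter and 559 and 42 with a mean of at least 50 reads. The last 2 change how many genes are tested. With TMM factors from miRNAs alone 4274 were higher, and among genes that overlap no miRNA 49 were lower. Neural crest markers higher numbered 24 with no filter and 9 with the non-overlap scaling. Mesenchyme markers lower numbered 3 with TMM factors, 2 with edgeR and TMM and 3 with the non-overlap scaling.

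Leaving out each library in turn gave 86 to 117 miRNAs higher and 160 to 188 lower, 66 to 79 and 128 to 155 with at least 4 CPM, 5 Hirschsprung miRNAs higher and 12 to 16 lower, 3 lists higher and 3 to 5 lower, 1783 to 3955 non-miRNA genes higher and 62 to 113 lower, 14 to 16 neural crest markers higher and 0 to 1 mesenchyme markers lower. The miRNA share differed by -8.83 to -6.53 percentage points, and by -8.17 to -7.00 without a GFP-negative library, where the exact permutation test gave p = 0.0571.

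With the replicate number as a block 110 miRNAs were higher and 186 lower, 80 and 150 with at least 4 CPM, and 0 mesenchyme markers were lower. Same-number correlations were -0.13, 0.12, -0.05 and 0.02, and 1 of 4 GFP-positive libraries correlated best with its own number. No pairing by number was seen, but 4 libraries per group cannot rule it out. In simulated counts of 6320 genes, miRNAs and others, 48% of 4-fold and 2% of 2-fold changes were called. Of the 4-fold changes 35 of 78 were called below 4 CPM and 13 of 22 at or above it. The simulation changed 200 genes, far fewer than were called in the data. Its cut-off on p was therefore stricter, and these shares do not carry over to the data.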

Other observations

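The ratios between paralogues, the tests on the X-linked miRNAs, the scaling to genes that overlap no miRNA and the splits of the libraries were chosen after the result was seen; the test of reads in overlapping genes was chosen before it. The ratios are given without a test, since the pairs were chosen for their fold changes. The log2 ratio of Mir27b to Mir27a was 2.46 higher in GFP-positive than in GFP-negative libraries, that of Mir23b to Mir23a 2.37, Mir20b to Mir20a 3.04, Mir18b to Mir18 2.88, Mir7b to Mir7 3.54, Mir181b to Mir181c 1.86 and Mir10a to Mir10b 1.66. Mir483, in the imprinted gene Igf2, was at 51.6 ± 56.5 CPM in ENCDCs and 499.8 ± 48.5 CPM in the other cells, and Mir675, in the imprinted gene H19, at 4.45 ± 4.35 and 25.7 ± 2.42 CPM (SD, n = 4 each). GFP-positive replicate 1 raised both ENCDC means, with Mir483 at 136.3 CPM against at most 25.7 in the other 3 and Mir675 at 10.9 against at most 2.67. Tlx2, a homeobox gene of enteric neurons, had 392 reads in GFP-positive and 2 in GFP-negative libraries. These genes were chosen after their values were seen.

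Non-miRNA genes were mostly higher in GFP-positive libraries. A uniform rise of all such fragments was argued against as the whole cause, since 28.5% of 5536 genes were called with libraries scaled to genes that overlap no miRNA, 366 of them higher, 9 neural crest markers among these. The scaling itself shifted the median to -0.37, and most of its 1210 lower calls are new, as 82 were lower before it. With TMM factors, where the median was 0.07, 629 were higher and 447 lower. Reads of miRNAs counted in overlapping genes were argued against as the whole cause, since 93.2% of the genes called higher overlap no miRNA. Few genes could overlap, 715 and at most 256 more annotated as miRNAs under another symbol, where 2751 were called higher. A large share free of overlap was therefore bound to be found. A difference in RNA quality or in the RNA content of the cells could underlie the rest and was not tested.

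The X-linked group of Mir106a, Mir20b, Mir18b and Mir363 rose more than Mir17, Mir18, Mir20a and Mir19a. The within-library log2 ratio of the groups differed by 3.02, which restates the fold changes that drew attention to it. The lowest GFP-positive library was at -4.03 and the highest GFP-negative library at -6.33, so these 2 groups of miRNAs did not count only the same reads. Shared reads would make their changes alike and could not cause the difference, so the ratio is no test of its cause. Mir363, whose window holds none of the reads of the other 3, rose by 3.13 (SE 0.25, limma adjusted p = 4.3e-06), so its rise does not rest on their reads. It cannot tell whether Mir106a, Mir20b and Mir18b count the same reads. Mir106a and Mir20b had similar counts, 1896 and 2020 reads over the GFP-positive and 104 and 113 over the GFP-negative libraries. A biological difference between the groups stays open and was not tested.

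Among 35 splits of the 8 libraries, 1, the real one, gave as many as 288 called miRNAs, and the highest of the others, which all mix the 2 groups, gave 0. Mixing moves the difference between the groups into the spread within them. The other splits were therefore bound to give few called rows, and chance was not excluded by this count. The same held for the 2833 non-miRNA genes (1 split, highest other 1) and the 14 neural crest markers (1 split, highest other 0). The 222 miRNAs with at least 4 CPM and the 19 Hirschsprung miRNAs (1 split and highest other 0 for each) are part of the 288, so their counts follow from the first and add no test. For the 6 fixed lists called by camera 7 splits gave as many, and the highest other gave 9, so chance cannot be excluded for that number.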
